A study of Mus musculus with 19 samples. Its data were reported in "The interferon-rich skin environment regulates Langerhans cell ADAM17 to promote photosensitivity in lupus" (2024).

How the data were processed

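RNA sequencing of ear skin of C57BL/6 mice was analysed in 19 libraries, 6 of control mice, 7 of the painted ear and 6 of the unpainted contralateral ear of mice painted with imiquimod cream. Groups, sex and sequencing batch were taken from the labels. The labels give an age of 8 to 12 weeks, and the protocol 12 to 14 weeks for painted mice. How the ears of control mice were treated is not given in the sources used here. The labels do not say which libraries came from the same mouse, so contralateral and painted libraries were treated as unpaired. The sex readings would allow libraries with consecutive numbers to be both ears of a mouse, in which case the tests of painted against contralateral ears treat related libraries as independent.

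Per the labels and the study's methods, reads were trimmed with fastp 0.19.10, aligned with STAR 2.7.3a to mm10 and handled with SAMtools 1.9 and featureCounts 2.0.1. The authors deposited raw counts per gene for 32776 genes and the same counts for a filtered set of 16575 genes. The authors also deposited log2 CPM, in which each gene is shifted by batch (median absolute shift 0.0603 in batch MD_14749 and 0.0608 in batch TL_15499), and a table of log2 fold changes with p-values and adjusted p-values from edgeR. The lowest value, over the filtered genes, of the highest group mean was 0.983 CPM, and 14977 of them had a group mean of at least 2 CPM. Genes and lists were tested on the deposited raw counts of the filtered set, while library totals, CPM of Xist and Y-linked genes, fits with another filter or none, and genes outside the filtered set used the full table of raw counts. Counts are unstranded, so genes that overlap another locus and families with near-identical members share reads that cannot be assigned. Ifng, Ifnk and Il23a had 26, 16 and 191 counts over all libraries, are outside the filtered set and were not tested.

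Totals ran from 17.99 to 37.09 M counts, and TMM factors from 0.923 to 1.08. Whether libraries of a group are separate mice is taken from their labels. Genes were tested in edgeR 4.0.16 (R 4.3.3) by the robust quasi-likelihood test with TMM normalisation and a model of group and batch, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The test was checked on simulated counts with 200 changed genes. Genes were drawn independently there, without a factor shared by the genes of a library, so recovery and false calls may differ in the real libraries.

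Of 54 gene lists, the 51 with at least 3 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 51 lists, then with an estimated correlation, and with fry. Camera compares a list with all other genes, while fry tests the change of the list alone. A list is said to pass by camera at the preset correlation, and fry called some lists that did not pass. At the preset correlation 28, 21 and 13 lists passed in the contralateral ear against control, the painted ear against control and the painted against the contralateral ear, and 14, 1 and 0 passed with an estimated correlation. Some lists were those of the study and the others were written by hand. The list of shared interferon-inducible genes was chosen in the study partly on these samples. List scores are means of log2 CPM with a prior count of 2, compared by a 2-sided exact permutation of group labels within batch (350 or 700 arrangements) and adjusted over 6 comparisons. Lists, tests, the rule for named genes and the alternatives in processing were chosen before the data were examined, except those said to have been chosen afterwards.

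Named genes were drawn from those with an adjusted p under 0.05, a mean of at least 5 CPM over all 19 libraries and one direction in both batches. Predicted gene models were left out. Of these genes, the 10 with the largest rise and the 10 with the largest fall in each comparison were taken. A gene can reach that mean through a group outside the comparison. Fixed genes of interest and up to 4 examples per list with the lowest p were added without these limits. Some genes that this rule takes are not reported here. The agreement of the comparisons against control was set beside 100 simulated sets in which all 19 libraries, controls included, were drawn anew as unchanged groups. That departs from the plan, which kept the control libraries as they were.

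Alternatives were RLE size factors, DESeq2 1.42.0, limma-voom, edgeR's own expression filter, no filter, no batch term, only the compared groups, each batch alone, GSVA scores (gseapy 1.3.1, Python 3.11.15), a log2 fold change limit of 0.5 and leaving out each library in turn. After the data were seen, 4 more were added, namely a sex term, leaving out the 6 libraries that read as male, leaving out control 3 and 6, and leaving out control 3 and contralateral 1. Other splits of the libraries were counted in 100 draws per comparison.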

Results

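RNA from mouse ear skin was sequenced in 19 libraries to compare an imiquimod (IMQ) model of lupus with healthy C57BL/6 (B6) mice. Imiquimod is an agonist of Toll-like receptor 7, and a cream of 5% imiquimod was painted on 1 ear of each treated mouse, 42 mg per ear, 3 times a week for 4 to 6 weeks. The painted ear gave 7 libraries, the unpainted contralateral ear of painted mice gave 6, and ears of control mice gave 6. The libraries came from 2 sequencing batches. Batch MD_14749 held 4 control, 4 painted and 3 contralateral libraries, and batch TL_15499 held 2, 3 and 3. Total counts, in units of 1e6 (M), ran from 17.99 M in control 3 to 37.09 M in control 20, with a mean of 29.5 ± 7.41 M in control (SD, n = 6), 25.6 ± 4.97 M in contralateral (n = 6) and 28.7 ± 3.74 M in painted libraries (n = 7). No 2 of the 171 pairs of libraries held identical counts. The first principal component of the 500 most variable genes took 84.5% of their variance and the second took 5.9%.

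The labels give every mouse as female. In 6 libraries of batch TL_15499 (control 3 and 6, painted 2 and 4, contralateral 1 and 5), the Y-linked transcripts Ddx3y, Kdm5d and Uty summed to 75.3 to 158 CPM, while Xist, the RNA that silences one X chromosome in female cells, was at 0 to 0.43 CPM. In the other 13 libraries, Xist was at 858 to 1761 CPM and the Y-linked sum at 0 to 0.117 CPM. Each group held 2 of the libraries that read as male, and both controls of batch TL_15499 were among them.

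**Figure D1:**
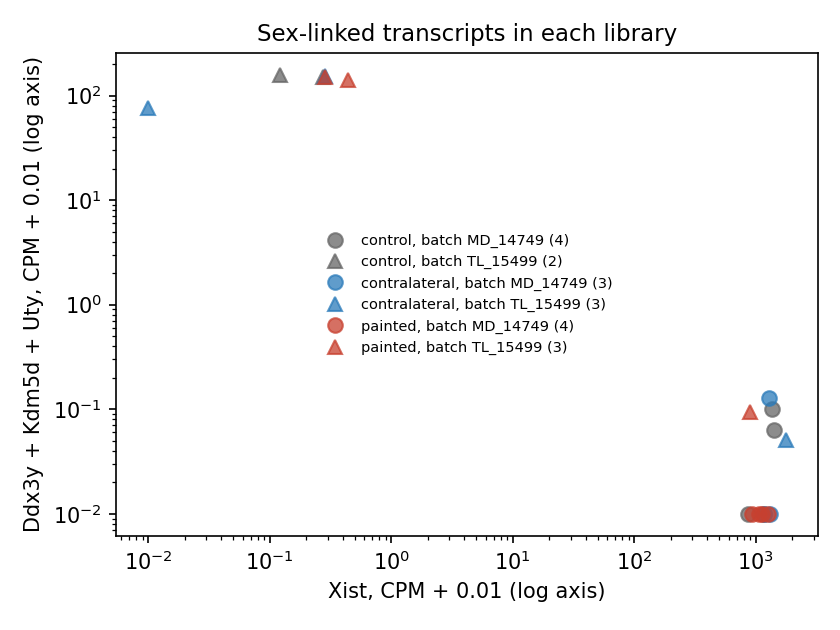
Xist (x axis) against the sum of Ddx3y, Kdm5d and Uty (y axis), both in CPM plus 0.01 on log axes, with 1 point per library, colour for the group and shape for the sequencing batch. The 6 libraries at the upper left, at 75.3 CPM or more of Y-linked transcripts, are all of batch TL_15499, and the 13 at the lower right have at least 858 CPM of Xist.

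The contralateral ear was compared with control ears to ask whether skin that was never painted carries an interferon signature in this model. Interferon-inducible and myeloid genes were higher in the contralateral ear. Irf7, a transcription factor that drives the type I interferon response (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481, mm10), was 5.59-fold higher, at 63.7 ± 32.9 CPM (SD, n = 6) against 11.6 ± 2.48 CPM in control (n = 6; log2 fold change 2.48 ± 0.37 SE, adjusted p = 0.000951). The largest rise was that of Cxcl13, a chemokine that draws B cells, at 33 ± 16.5 CPM against 0.616 ± 0.657 CPM (log2 fold change 5.91 ± 0.58, adjusted p = 2.61e-05). Macrophage transcripts rose as well, with C1qb, a subunit of complement C1q, 1.33 ± 0.17 higher on the log2 scale. Adam17, the sheddase at the centre of the study, was at 90.1 ± 13.1 CPM in contralateral and 91.8 ± 9.2 CPM in control libraries (log2 fold change -0.01 ± 0.09, adjusted p = 0.971). These are transcripts of whole ear skin, while the study measured sheddase activity and surface protein of Langerhans cells.

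Of 16575 genes tested with edgeR's quasi-likelihood test, 567 were higher and 130 lower in the contralateral ear at an adjusted p under 0.05. Of these, 430 and 56 also passed an absolute log2 fold change of 0.5. In simulated counts of this design, the test recovered 59.7% of 67 genes changed 1.5-fold, 91% of 67 changed 2-fold and 98.5% of 66 changed 4-fold, with 10 false calls. The simulated genes varied independently, so these values do not measure how far the calls depend on single libraries. Batch TL_15499 alone, with 2 controls that both read as male, gave 0 calls, against 995 in batch MD_14749 alone. Without contralateral 12 the counts were 361 and 46, and the lower count was 319 without contralateral 1, 71 without contralateral 5, 76 without control 17 and 79 without control 19. Without the 6 libraries that read as male, 1169 genes were called, of which 547 were among the 697.

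The IFN list of the study held 25 tested genes, of which 12 rose and 0 fell in the contralateral ear (19 and 0 adjusted over the list alone). The list's mean log2 fold change was 0.84 (camera adjusted p = 2.17e-18, and adjusted p = 0.0353 with an estimated correlation), with 0.996 in batch MD_14749 and 0.59 in batch TL_15499. Rsad2, which encodes the antiviral protein viperin, rose by 1.5 ± 0.19 on the log2 scale (adjusted p = 4.88e-05), Oas2 by 1.11 ± 0.21 (adjusted p = 0.00404), Mx1 by 1.04 ± 0.27 (adjusted p = 0.033) and Isg15 by 2.06 ± 0.51 (adjusted p = 0.0282). All 8 genes that the study named as shared interferon-inducible genes rose, among them Bst2 at 1.53 ± 0.27, Ifit3 at 0.94 ± 0.23 and Xaf1 at 0.70 ± 0.19, although that list was chosen partly on these samples and is not independent evidence. Of 9 interferon regulatory factors, 4 rose and 0 fell (4 and 0 adjusted over the list alone; mean log2 fold change 0.43, camera adjusted p = 0.00166, and adjusted p = 0.0828 with an estimated correlation). The study's signatures of single interferons passed for IFNA2 (185 genes, 27 higher and 0 lower, 40 and 2 adjusted over the list alone, mean 0.23, camera adjusted p = 1.39e-06, and adjusted p = 0.0209 with an estimated correlation), IFNB1 (296 genes, 39 and 1, 54 and 3 adjusted over the list alone, mean 0.23, camera adjusted p = 4.25e-07, and adjusted p = 0.0246 with an estimated correlation), IFNW1 (234 genes, 35 and 0, 49 and 2 adjusted over the list alone, mean 0.22, camera adjusted p = 1.2e-06, and adjusted p = 0.0246 with an estimated correlation) and IFNG (94 genes, 11 and 0, 14 and 0 adjusted over the list alone, mean 0.24, camera adjusted p = 0.000305, and adjusted p = 0.0871 with an estimated correlation). The IFNK signature did not pass (66 genes, 6 and 0, 8 and 2 adjusted over the list alone, mean 0.06, camera adjusted p = 0.156, but fry adjusted p = 0.0389). Nor did 17 genes that respond to interferon gamma (0 called, 0 adjusted over the list alone, mean 0.29, camera adjusted p = 0.0724), which passed in 5 of the 19 fits that each left out 1 library and had a mean of 0.04 without contralateral 14. Irf9, whose locus overlaps another gene so that its unstranded counts are uncertain, rose by 0.56 ± 0.12 (adjusted p = 0.0108). Per library, the IFN list score, the mean log2 CPM of the list, was 3.57 ± 0.39 in contralateral (SD, n = 6) and 2.81 ± 0.24 in control libraries (n = 6), and 4 of 6 contralateral libraries lay above every control. The batch-adjusted difference was 0.79 (exact permutation within batch, p = 0.00857, adjusted p = 0.0129 over 6 score comparisons, smallest possible p = 0.0029), with 0.97 in batch MD_14749 and 0.54 in batch TL_15499.

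Of 14 monocyte and macrophage markers, 10 rose and 0 fell (14 and 0 adjusted over the list alone), with a mean log2 fold change of 1.05 (camera adjusted p = 1.4e-24, and adjusted p = 0.0209 with an estimated correlation). The study's Myeloid Cell list had 17 of 43 genes higher and 0 lower (28 and 1 adjusted over the list alone, mean 0.82, camera adjusted p = 1.82e-22, and adjusted p = 0.0209 with an estimated correlation). Itgam, a myeloid integrin whose locus overlaps another gene, rose by 1.49 ± 0.18 and Cybb, the catalytic subunit of the phagocyte NADPH oxidase, by 1.07 ± 0.19 (adjusted p = 0.00195). The oxidases that generate reactive oxygen species had 6 of 9 members higher and 0 lower (6 and 0 adjusted over the list alone; mean 0.56, camera adjusted p = 7.17e-08, and adjusted p = 0.0353 with an estimated correlation). Of 4 neutrophil markers, 2 rose and 0 fell (3 and 0 adjusted over the list alone; mean 0.64, camera adjusted p = 0.000799, and adjusted p = 0.0209 with an estimated correlation), and the chemokine receptor gene Cxcr2 rose by 1.34 ± 0.22. The study's Neutrophil list had 4 of 13 genes higher and 0 lower (7 and 0 adjusted over the list alone, mean 0.77, camera adjusted p = 2.25e-06, and adjusted p = 0.00343 with an estimated correlation). In the TLR7 pathway, 1 of 8 genes rose and 0 fell (4 and 0 adjusted over the list alone; mean 0.44, camera adjusted p = 0.000378, and adjusted p = 0.0425 with an estimated correlation). That gene was Unc93b1, which carries endosomal Toll-like receptors to their compartment, with a log2 fold change of 0.86 ± 0.12.

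Keratinocyte alarm and wound genes were higher as well, while the study's broader Keratinocyte list did not pass (53 genes tested, 6 higher and 1 lower, 8 and 3 adjusted over the list alone, mean 0.13, camera adjusted p = 0.0863) but passed without contralateral 8, control 18 or control 6. Of 26 keratinocyte alarm and wound genes, 9 rose and 0 fell (18 and 0 adjusted over the list alone), with a mean log2 fold change of 1.55 (camera adjusted p = 1.6e-18, and adjusted p = 0.0353 with an estimated correlation). The mean was 2.23 in batch MD_14749 and 0.82 in batch TL_15499. Il1f6, which encodes interleukin 36 alpha, was 1.86 ± 0.18 higher. The calprotectin genes S100a8 and S100a9 had log2 fold changes of 3.08 ± 0.92 (adjusted p = 0.0753) and 2.80 ± 0.89 (adjusted p = 0.0973) and did not pass, but without control 3 they were 4.73 (adjusted p = 0.00978) and 4.44 (adjusted p = 0.00841), and S100a8 passed without contralateral 8 also (3.34, adjusted p = 0.0375). Without contralateral 1 they were lower, at 2.04 and 1.98. Both passed with a sex term (3.22, adjusted p = 0.0371, and 2.98, adjusted p = 0.047), without the 6 libraries that read as male (3.85, adjusted p = 0.0101, and 3.71, adjusted p = 0.0128), by DESeq2 and in batch MD_14749 alone. The fit without those 6 libraries and that of batch MD_14749 use the same controls, so they are not separate support. Il17a gave 72 counts over the 6 contralateral libraries and 1 count over the 6 controls, and Il17f, a related cytokine, rose by 2.23 ± 0.43 (adjusted p = 0.00346). Of the 5 tested genes of the IL-17 and IL-23 axis, 3 rose and 0 fell (3 and 0 adjusted over the list alone; mean 1.87, camera adjusted p = 0.000764, and adjusted p = 0.0353 with an estimated correlation). Of 6 genes of the study's IL17 Complex list, 2 rose and 0 fell (2 and 0 adjusted over the list alone, mean 1.34 but median 0.13, camera adjusted p = 0.00438, and adjusted p = 0.0425 with an estimated correlation). The third gene of the axis was Ccl20 at 1.27 ± 0.30 (0.99 without contralateral 12, adjusted p = 0.0783). Among 19 genes of epidermal terminal differentiation, 5 rose and 0 fell (5 and 0 adjusted over the list alone; mean 0.38, camera adjusted p = 6.51e-06, and adjusted p = 0.289 with an estimated correlation). Flg, which encodes filaggrin and is annotated with an error in the reference genome, was 1.23 ± 0.24 higher. Sebaceous gland genes had 3 of 11 members higher and 0 lower (5 and 0 adjusted over the list alone; mean 0.26, camera adjusted p = 0.000305, and adjusted p = 0.182 with an estimated correlation), with Awat1 at 1.01 ± 0.15 and Elovl3 at 1.17 ± 0.18. That mean was 0.13 without contralateral 1 (camera adjusted p = 0.00343).

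The remaining genes with the largest rises in the contralateral ear were Slc13a3 at 5.16 ± 0.52, Saa3 at 4.24 ± 1.05, Ankk1 at 4.23 ± 0.66, Alox8 at 3.33 ± 0.54, Lyg2 at 2.75 ± 0.69, Sprr2d at 2.52 ± 0.63, Klk6 at 2.36 ± 0.31 and Krt34 at 2.32 ± 0.63. The largest falls were smaller, from -1.42 ± 0.30 for the pseudogene Mrgprb11-ps to -0.68 ± 0.16 for Mmp3, a matrix metalloproteinase. Between them lay Krtap3-2, Carns1, Cdh4, Matn4, H2-M5, Slc6a2, Slc38a3 and Tcaf2, at -0.89, -0.83, -0.82, -0.74, -0.71, -0.71, -0.70 and -0.68. Sprr2d, Krt34, Krtap3-2 and Mrgprb11-ps have close paralogs or copies, so their counts are uncertain. The mean of at least 5 CPM was taken over all 19 libraries, painted ones included, so some named genes may be low in the ears compared. Saa3 was at -0.479 log2 CPM in control 3 and at most -2.68 in the other controls. The calls of H2-M5 and Krt34 were lost in 16 of the 19 fits that each left out 1 library, that of Col9a1 in 13, those of Sprr2d, Isg15 and Xaf1 in 9, 8 and 8, those of Saa3, Lyg2 and Mx1 in 7 each and those of Ifit3 and Hba-a2 in 5 each. Their directions held in all 19, and Krt34 was at 3.75 without control 3. With a sex term the calls of Isg15 (1.93, adjusted p = 0.0559) and Col9a1 (-0.50, adjusted p = 0.0525) were lost. Without the 6 libraries that read as male, those of Matn4 (-0.61, adjusted p = 0.0932), Saa3 (4.7, adjusted p = 0.0524) and Il17a (6.93, adjusted p = 0.112) were lost. Calls of S100a8, S100a9 and the hair gene Tchh were gained in each of these settings. Among tissue markers, 1 of 10 cartilage genes fell, Col9a1 at -0.52 ± 0.15, and 0 rose (4 fell and 0 rose adjusted over the list alone; mean -0.41, camera adjusted p = 9.31e-05, and adjusted p = 0.196 with an estimated correlation). Of 10 fibroblast and matrix genes, 0 rose and 1 fell (0 and 5 adjusted over the list alone, mean -0.29, camera adjusted p = 0.000507, and adjusted p = 0.145 with an estimated correlation). The 12 skeletal muscle genes had a mean of -0.59 with 0 called (0 adjusted over the list alone; camera adjusted p = 0.00382, and adjusted p = 0.51 with an estimated correlation), which was -0.10 without control 3 (camera adjusted p = 0.444), and the call was lost without contralateral 8 also. Of 5 Schwann cell and nerve markers, 0 rose and 1 fell (0 and 1 adjusted over the list alone, mean -0.18, camera adjusted p = 0.0363, and adjusted p = 0.32 with an estimated correlation; -0.35 without contralateral 1). The 7 mitochondrially encoded genes had a mean of -0.19 with 0 called (0 adjusted over the list alone; camera adjusted p = 0.0365, and adjusted p = 0.51 with an estimated correlation), which ran from -0.29 without contralateral 1 to -0.09 without control 3. The calls of the nerve and mitochondrial lists were each lost in 6 of the 19 fits that left out 1 library. The 14 hair follicle and hair shaft genes had a mean of 1.25 (1 higher and 0 lower, 8 higher and 0 lower adjusted over the list alone, camera adjusted p = 1.29e-08, and adjusted p = 0.173 with an estimated correlation). That mean was 2.67 in batch MD_14749, -0.12 in batch TL_15499 and 1.98 without control 3. The rise of these genes in CPM was a median of 1.01% of that in the painted ear (highest 1.42%). Traces of painted-ear RNA could give a rise that small, which was not tested. The 5 erythroid genes had a mean of 1.89 (2 higher, 0 lower; 5 higher and 0 lower adjusted over the list alone; camera adjusted p = 2.25e-06, and adjusted p = 0.0943 with an estimated correlation), with Hba-a2 at 1.74 ± 0.44.

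Langerhans cell genes were examined beside the interferon genes because the study compares interferon upregulation with loss of Langerhans cells across its datasets. Of the 6 tested genes of the study's Langerhans cell list, 0 rose and 0 fell in the contralateral ear (0 rose and 1 fell, H2-M2 at -0.70 ± 0.20, adjusted over the list alone). H2-M2 (adjusted p = 0.0535) passed over all genes in 5 of the 19 fits that each left out 1 library, by DESeq2, without a batch term and with a sex term, and was at -0.44 without control 3. Cd207, which encodes langerin, was at 22.9 ± 3.11 CPM in contralateral (SD, n = 6) and 23.7 ± 5.87 CPM in control libraries (n = 6; log2 fold change -0.02 ± 0.17, adjusted p = 0.971). The list's mean log2 fold change was -0.09 and its median 0.02 (camera adjusted p = 0.657), and its score differed by -0.07 (exact permutation within batch, p = 0.611, adjusted p = 0.611). The list mean was -0.30 in batch MD_14749 (camera adjusted p = 0.00352) and 0.26 in batch TL_15499 (camera adjusted p = 0.0247), with opposite directions in the batches. Without the 6 libraries that read as male it was -0.25 (camera adjusted p = 0.0142), a fit whose controls are all of batch MD_14749. A second list, of 5 genes restricted to Langerhans cells, had 0 called (0 higher and 1 lower adjusted over the list alone, mean -0.22, camera adjusted p = 0.216). The T cell lists did not pass (0 of 16 called and 0 adjusted over the list alone, mean -0.03, camera adjusted p = 0.523 for the study's list, and 1 of 9 higher and 0 lower, 1 and 0 adjusted over the list alone, mean 0.06, camera adjusted p = 0.996 for T cell markers). The study, by GSVA, reports T cell genes as de-enriched in this ear, and GSVA was not run here for the T cell list.

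**Figure D2:**
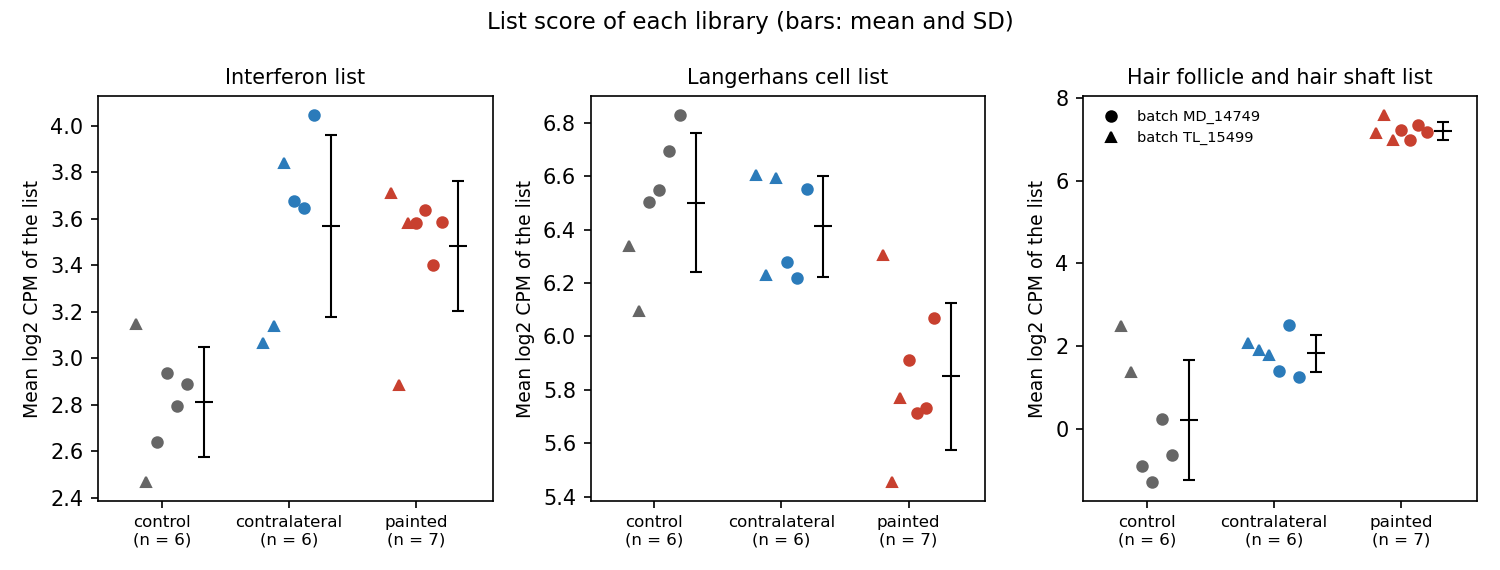
Score of 3 gene lists in each library, as the mean log2 CPM of the list's genes (y axis) by group (x axis), with circles for batch MD_14749, triangles for batch TL_15499 and bars for the mean and SD of 6 control, 6 contralateral and 7 painted libraries. The interferon score averaged 3.57 in contralateral and 3.48 in painted against 2.81 in control libraries, and the Langerhans cell score averaged 5.85 in painted against 6.50 in control libraries.

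The painted ear was compared with control ears to describe skin under direct imiquimod. Hair shaft, keratinocyte alarm and cell cycle genes rose there, while genes of muscle, cartilage, fat and nerve fell. Krt34, a hair keratin (ENSMUSG00000043485, chromosome 11, 100037347 to 100041554, mm10), was at 93.3 ± 28.9 CPM in painted (SD, n = 7) and 0.375 ± 0.658 CPM in control libraries (n = 6; log2 fold change 8.40 ± 0.50, adjusted p = 9.84e-10). Tgm7, a transglutaminase gene (ENSMUSG00000079103, chromosome 2, 121093565 to 121116396, mm10), fell from 9.11 ± 0.854 CPM in control to 0.365 ± 0.168 CPM in painted libraries (log2 fold change -4.62 ± 0.23, adjusted p = 4.35e-12). The test called 4163 genes higher and 4378 lower, and 2116 and 2744 of them passed an absolute log2 fold change of 0.5. Simulated counts gave recoveries of 58.2%, 92.5% and 98.5% at 1.5, 2 and 4-fold, with 11 false calls.

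All 14 hair follicle and hair shaft genes rose (14 and 0 adjusted over the list alone), with a mean log2 fold change of 6.63 (camera adjusted p = 4.88e-21, and adjusted p = 0.0758 with an estimated correlation), which was 8.02 in batch MD_14749 and 5.27 in batch TL_15499. Tchh, which encodes trichohyalin of the inner root sheath, rose by 6.75 ± 0.33. The other large rises were Krtap1-4, Krtap1-3, Krtap9-3, Krtap4-1, Krtap11-1, Krtap4-2, Krtap14, Krtap4-9 and Krt72, from 8.02 ± 0.37 down to 7.78 ± 0.50, all genes of hair keratins or keratin-associated proteins. These families are near-identical in parts, so counts of single members are uncertain. All 26 keratinocyte alarm and wound genes rose (26 and 0 adjusted over the list alone; mean 4.51, camera adjusted p = 1.79e-23, and adjusted p = 0.0758 with an estimated correlation). S100a8 rose by 6.53 ± 1.05 and S100a9 by 6.22 ± 1.02, while the wound keratins Krt6a and Krt16 rose by 3.66 ± 0.42 and 5.42 ± 0.77 and Il1f6 by 3.96 ± 0.19. All 16 proliferation genes rose (16 and 0 adjusted over the list alone; mean 1.58, camera adjusted p = 4.11e-12, and adjusted p = 0.248 with an estimated correlation), with Mki67, a marker of dividing cells, at 1.70 ± 0.16. Of 19 epidermal terminal differentiation genes, 12 rose and 1 fell (12 and 1 adjusted over the list alone; mean 1.25, camera adjusted p = 5.22e-08, and adjusted p = 0.3 with an estimated correlation), and Flg was 3.43 ± 0.26 higher. The study's Keratinocyte list had 33 of 53 genes higher and 13 lower (34 and 13 adjusted over the list alone, mean 0.62, camera adjusted p = 0.000122, and adjusted p = 0.326 with an estimated correlation).

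The IFN list and macrophage markers were higher in the painted ear also, and some of the other interferon lists passed. The study, by GSVA, found its IFN list not enriched in painted skin, although its IFNB1 and IFNW1 signatures were. Here the GSVA score of the IFN list differed by 0.69 from control (exact permutation within batch, p = 0.0143). The cause of that disagreement was not tested. On the IFN list, 14 genes rose and 1 fell (15 and 1 adjusted over the list alone), with a mean log2 fold change of 0.70 (camera adjusted p = 0.00801, and adjusted p = 0.53 with an estimated correlation). Irf7 rose by 2.24 ± 0.36, Mx1 by 1.25 ± 0.27, Bst2 by 1.16 ± 0.26, Rsad2 by 1.12 ± 0.18 and Oas2 by 1.10 ± 0.21, and Isg15 was at 0.83 ± 0.49 (adjusted p = 0.166; 1.60 without control 3, adjusted p = 0.0013). The IFN list score was 3.48 ± 0.28 in painted (SD, n = 7) and 2.81 ± 0.24 in control libraries (n = 6), with 6 of 7 painted libraries above every control and a difference of 0.68 (exact permutation within batch, p = 0.00429, adjusted p = 0.0114, smallest possible p = 0.0014; 0.74 and 0.58 in batches MD_14749 and TL_15499). Of 9 interferon regulatory factors, 3 rose and 1 fell (3 and 1 adjusted over the list alone, mean 0.24, camera adjusted p = 0.64). Of 17 genes that respond to interferon gamma, 0 rose and 1 fell (0 and 0 adjusted over the list alone, mean -0.09, camera adjusted p = 0.721). The study's signatures of single interferons passed for IFNA2 (73 higher and 36 lower, 76 and 37 adjusted over the list alone, mean 0.25, camera adjusted p = 0.0203, and adjusted p = 0.3 with an estimated correlation), IFNB1 (118 and 52, 121 and 53 adjusted over the list alone, mean 0.27, camera adjusted p = 0.00759, and adjusted p = 0.3 with an estimated correlation) and IFNW1 (91 and 41, 95 and 42 adjusted over the list alone, mean 0.24, camera adjusted p = 0.0165, and adjusted p = 0.3 with an estimated correlation). They did not pass for IFNG (37 and 15, 37 and 15 adjusted over the list alone, mean 0.25, camera adjusted p = 0.112) or IFNK (16 and 19, 16 and 19 adjusted over the list alone, mean 0.03, camera adjusted p = 0.64). By fry IFNG and IFNK were called (adjusted p = 0.000354 and 0.0255). Of the study's 8 shared interferon-inducible genes, 5 rose and 0 fell (5 and 0 adjusted over the list alone, mean 1.59, camera adjusted p = 0.000912, and adjusted p = 0.248 with an estimated correlation). Of 14 monocyte and macrophage markers, 10 rose and 0 fell (10 and 0 adjusted over the list alone; mean 0.92, camera adjusted p = 0.001, and adjusted p = 0.485 with an estimated correlation), with Itgam at 2.29 ± 0.18, C1qb at 1.10 ± 0.17 and Cybb at 0.56 ± 0.18. The study's Myeloid Cell list had 25 of 43 genes higher and 3 lower (25 and 3 adjusted over the list alone, mean 0.90, camera adjusted p = 0.000196, and adjusted p = 0.415 with an estimated correlation). Lists that did not pass against control were the oxidases (6 of 9 higher and 1 lower, 6 and 1 adjusted over the list alone, mean 0.37, camera adjusted p = 0.171), the TLR7 pathway (5 of 8 and 0, 5 and 1 adjusted over the list alone, mean 0.33, camera adjusted p = 0.178) and erythroid genes (4 of 5 and 0, 5 and 0 adjusted over the list alone, mean 1.46, camera adjusted p = 0.159). Against control, fry called all 3 (adjusted p = 0.005, 0.00052 and 0.0148). The direct comparison of the ears gave camera adjusted p = 0.524, 0.973 and 0.712 for these 3 lists, so a difference between the ears was not shown. Il17a gave 297 counts over the 7 painted libraries against 1 over the 6 controls. Il17f rose by 3.93 ± 0.39, Ccl20 by 2.54 ± 0.29 and Cxcr2 by 2.85 ± 0.22. The IL-17 and IL-23 axis as a list did not pass (5 tested, 3 higher and 1 lower, 3 and 1 adjusted over the list alone, mean 2.57, camera adjusted p = 0.195), nor did the 4 neutrophil markers (2 higher and 2 lower, 2 and 2 adjusted over the list alone, mean 0.58, camera adjusted p = 0.64). Both were called by fry (adjusted p = 0.000329 and 0.00391). The study's IL17 Complex list passed, with 4 of 6 genes higher and 0 lower (4 and 0 adjusted over the list alone, mean 2.01 but median 0.28, camera adjusted p = 0.0277, and adjusted p = 0.248 with an estimated correlation), but not without control 3 (2.18, camera adjusted p = 0.0598). The study's Neutrophil list passed, with 9 of 13 genes higher and 1 lower (9 and 1 adjusted over the list alone, mean 1.70, camera adjusted p = 0.000165, and adjusted p = 0.0237 with an estimated correlation).

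All 6 Langerhans cell genes fell in the painted ear (6 adjusted over the list alone), with a mean log2 fold change of -0.65 (camera adjusted p = 0.0445, and adjusted p = 0.485 with an estimated correlation), -0.78 in batch MD_14749 and -0.35 in batch TL_15499. H2-M2 was at -1.15 ± 0.20, the class II gene H2-Aa at -0.61 ± 0.14 and Cd207 at -0.51 ± 0.16 (adjusted p = 0.011). The score was 5.85 ± 0.28 in painted (SD, n = 7) and 6.50 ± 0.26 in control libraries (n = 6), and 6 of 7 painted libraries lay below every control (difference -0.63, exact permutation within batch, p = 0.00429, adjusted p = 0.0114; -0.79 and -0.37 by batch). The list's call was lost with a sex term (-0.66, camera adjusted p = 0.0622) and with only the 2 groups in the fit (-0.63, camera adjusted p = 0.0798). It was lost in 9 of the 19 fits that each left out 1 library, with means from -0.74 to -0.59. Related lists did not pass, though fry called the 3 that follow (adjusted p = 0.00101, 0.0072 and 0.00934 in the order given). The 5 genes restricted to Langerhans cells had 1 higher and 3 lower (1 and 3 adjusted over the list alone, mean -0.57, camera adjusted p = 0.287), 7 class II presentation genes 0 and 6 (0 and 6 adjusted over the list alone, mean -0.50, camera adjusted p = 0.0688, and passing without control 3, control 6 or painted 2) and 8 dendritic cell markers 2 and 4 (2 and 4 adjusted over the list alone, mean -0.36, camera adjusted p = 0.374). T cell lists did not pass either, with 4 of 16 genes of the study's list higher and 9 lower (5 and 9 adjusted over the list alone, mean -0.30, camera adjusted p = 0.135) and 0 of 9 T cell markers higher and 4 lower (0 and 4 adjusted over the list alone, mean -0.38, camera adjusted p = 0.195). Fry called both T cell lists (adjusted p = 5.9e-05 and 0.00881). Of 7 ligands of the epidermal growth factor receptor, 5 rose and 2 fell (5 and 2 adjusted over the list alone; mean 0.90, camera adjusted p = 0.0256, and adjusted p = 0.248 with an estimated correlation). Areg rose by 3.13 ± 0.27, Epgn by 2.62 ± 0.32, Hbegf by 1.03 ± 0.14 and Tgfa by 0.79 ± 0.12. Adam17 was at 96.7 ± 6.28 CPM in painted libraries (log2 fold change 0.09 ± 0.08, adjusted p = 0.401), and Egfr at 0.18 ± 0.09 (adjusted p = 0.109), which was 0.26 and passed without control 6 and was 0.09 without control 3.

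Genes of deeper tissue were lower in the painted ear. All 12 skeletal muscle genes fell (12 adjusted over the list alone; mean -1.33, camera adjusted p = 0.00702, and adjusted p = 0.557 with an estimated correlation), with -0.88 in batch MD_14749 and -2.01 in batch TL_15499. All 10 cartilage genes fell (10 adjusted over the list alone; mean -1.26, camera adjusted p = 6.76e-06, and adjusted p = 0.248 with an estimated correlation), as did 9 of 10 adipocyte markers (9 adjusted over the list alone; mean -0.98, camera adjusted p = 6.94e-06, and adjusted p = 0.248 with an estimated correlation) and all 5 Schwann cell and nerve markers (5 adjusted over the list alone; mean -0.96, camera adjusted p = 0.000292, and adjusted p = 0.248 with an estimated correlation). Examples were Mb, the muscle oxygen store myoglobin, at -1.44 ± 0.29, Col9a1 at -1.79 ± 0.14, Cnmd at -1.99 ± 0.25 and the lipid droplet gene Plin4 at -1.22 ± 0.09. Sebaceous gland genes had 9 of 11 members lower and 2 higher (9 and 2 adjusted over the list alone; mean -0.56, camera adjusted p = 0.0256, and adjusted p = 0.485 with an estimated correlation), with Scd1, a fatty acid desaturase, at -0.999 ± 0.12. Of 10 fibroblast and matrix genes, 2 rose and 2 fell (2 and 2 adjusted over the list alone; mean -0.06, camera adjusted p = 0.637), with Postn at 0.46 ± 0.13 and Dcn at -0.75 ± 0.08. After Tgm7 the largest falls were Krt77, an epidermal keratin, at -4.30 ± 0.52, the pseudogene Mrgprb11-ps at -4.16 ± 0.33, Paqr7 at -3.77 ± 0.47, Rxfp1 at -3.07 ± 0.44, Slc6a2 at -2.46 ± 0.11, Tmem35a at -2.41 ± 0.19, Dab1 at -2.39 ± 0.13, Tspan8 at -2.35 ± 0.26 and C7 at -2.33 ± 0.67. Rxfp1 and Dab1 overlap other loci, and C7 averaged 20.5 CPM in the 6 libraries that read as male against 0.611 CPM in the others.

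**Figure D3:**
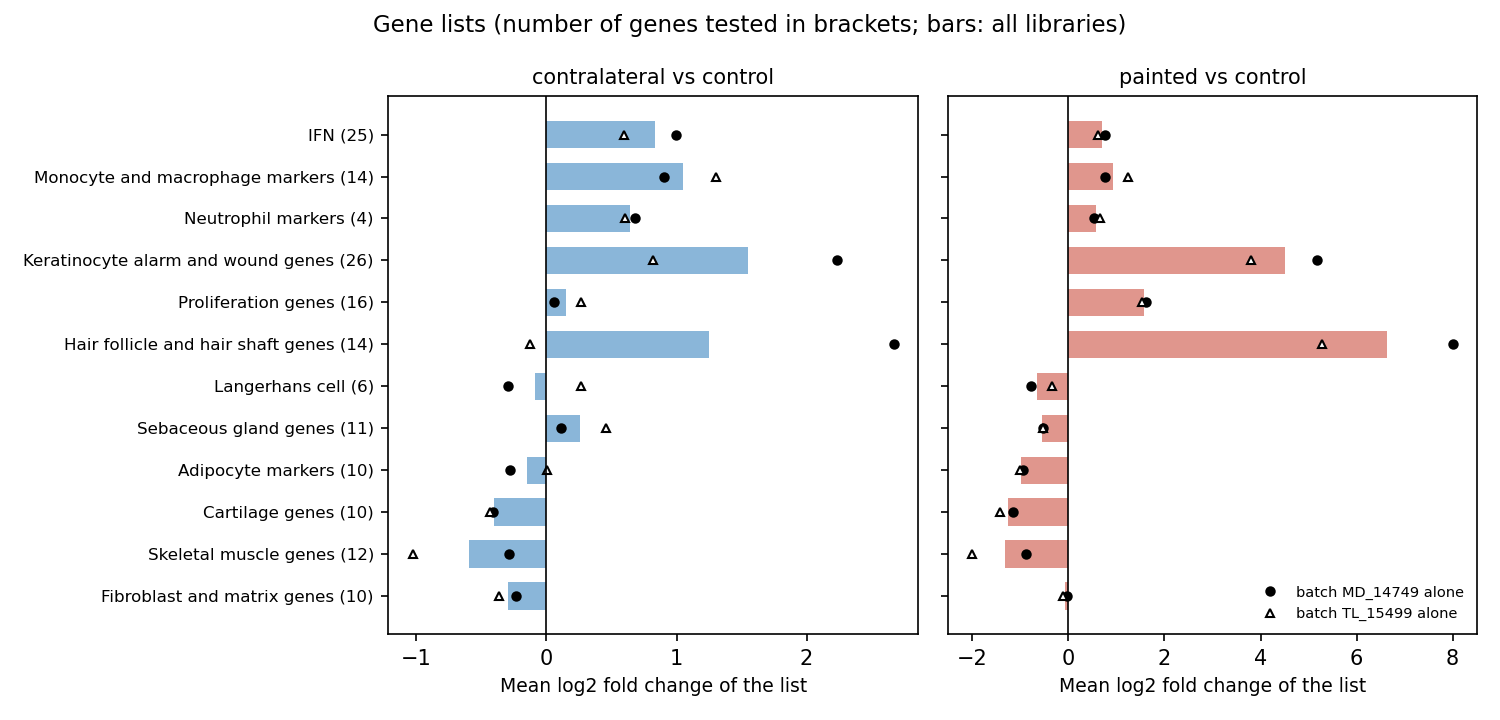
Mean log2 fold change (x axis) of 12 gene lists (y axis, with the number of genes tested) in the contralateral ear (left) and the painted ear (right) against control, with bars for all libraries, circles for batch MD_14749 alone and triangles for batch TL_15499 alone. The IFN list stood at 0.84 and 0.70, hair follicle and hair shaft genes at 1.25 and 6.63, and the bar for hair genes on the left joins a value of 2.67 in one batch and -0.12 in the other.

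The painted ear was compared with the contralateral ear to separate local from distant effects of painting. Hair shaft and epidermal genes were higher under the cream, Langerhans cell, sebaceous, fat and nerve genes were lower, and the IFN list did not pass its test. None of the 13 lists called here passed with an estimated correlation. Of 25 IFN list genes, 0 rose and 3 fell (0 and 1 adjusted over the list alone; mean log2 fold change -0.14, camera adjusted p = 0.544), with Isg15 at -1.23 ± 0.46 (adjusted p = 0.0427). The score difference was -0.11 (exact permutation within batch, p = 0.553, adjusted p = 0.611; -0.24 and 0.05 by batch). Without the 6 libraries that read as male it was -0.23 (exact permutation, p = 0.0286, over alternatives from 0.0286 to 0.58). Irf7 was at 54.2 ± 23 CPM in painted (SD, n = 7) and 63.7 ± 32.9 CPM in contralateral libraries (n = 6; log2 fold change -0.24 ± 0.33, adjusted p = 0.602, from -0.45 without painted 7 to -0.03 without contralateral 8), Irf9 fell by 0.35 on the log2 scale (SE 0.12, adjusted p = 0.0232), and Cybb fell by 0.51 (SE 0.18, adjusted p = 0.0266) while Itgam rose by 0.81 ± 0.17. The calls of Isg15, Cybb and Irf9 were lost in 11, 4 and 3 of the 19 fits that each left out 1 library. That of Isg15 was lost with a sex term also (-1.19, adjusted p = 0.0579). The test called 3217 genes higher and 3414 lower, of which 1488 and 1849 passed an absolute log2 fold change of 0.5. Recoveries in simulated counts were 61.2%, 80.6% and 97% at 1.5, 2 and 4-fold, with 5 false calls.

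All 14 hair genes rose (14 adjusted over the list alone; mean 5.38, camera adjusted p = 4.65e-25, and adjusted p = 0.107 with an estimated correlation; Tchh 5.78 ± 0.32), as did all 26 alarm and wound genes (26 adjusted over the list alone; mean 2.96, camera adjusted p = 2.07e-20, and adjusted p = 0.107 with an estimated correlation) and all 16 proliferation genes (16 adjusted over the list alone; mean 1.43, camera adjusted p = 4.44e-16, and adjusted p = 0.208 with an estimated correlation; Mki67 1.55 ± 0.15). Of 19 epidermal terminal differentiation genes, 11 rose and 1 fell (11 and 1 adjusted over the list alone, mean 0.87, camera adjusted p = 1.53e-06, and adjusted p = 0.445 with an estimated correlation), and of 53 genes of the study's Keratinocyte list 32 rose and 12 fell (34 and 12 adjusted over the list alone, mean 0.50, camera adjusted p = 3.41e-05, and adjusted p = 0.406 with an estimated correlation). S100a8 rose by 3.45 ± 0.89, Krt6a by 2.99 ± 0.41, Krt16 by 3.57 ± 0.70, Il1f6 by 2.10 ± 0.17, Flg by 2.20 ± 0.24 and Il17f by 1.71 ± 0.32. The 10 largest rises were Krtap19-5, Krtap4-1, Krtap1-4, Krtap22-2, Krt81, Krtap15, Krtap1-5, Krt86, Krtap4-9 and Krtap7-1, from 6.98 ± 0.60 down to 6.25 ± 0.56. The largest falls were Tgm7 at -4.23 ± 0.23, Krt77 at -2.79 ± 0.48, Mrgprb11-ps at -2.73 ± 0.33, Serpina3b at -2.57 ± 0.41, Rxfp1 at -2.27 ± 0.44, Cyp2e1 at -2.13 ± 0.25, Paqr7 at -2.10 ± 0.47 (-1.31 without contralateral 1), Tmem35a at -1.98 ± 0.19, Dab1 at -1.92 ± 0.13 and Gdf5 at -1.77 ± 0.21.

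Of the 6 Langerhans cell genes, 5 fell and 0 rose (6 and 0 adjusted over the list alone; mean -0.56, camera adjusted p = 0.0299, and adjusted p = 0.646 with an estimated correlation), with H2-Aa at -0.71 ± 0.14 and Cd207 at -0.49 ± 0.16 (adjusted p = 0.0174; -0.40 without contralateral 8, adjusted p = 0.0518). The list's call was lost without contralateral 1 (-0.50, camera adjusted p = 0.0677), without painted 13 (-0.53, camera adjusted p = 0.0502) and without painted 4 (-0.50, camera adjusted p = 0.0512). The 5 genes restricted to Langerhans cells did not pass (1 higher and 2 lower, 1 and 3 adjusted over the list alone, mean -0.35, camera adjusted p = 0.544). Nor did the study's T cell list (3 of 16 higher and 8 lower, 3 and 9 adjusted over the list alone, mean -0.27, camera adjusted p = 0.192) or the T cell markers (1 of 9 higher and 6 lower, 2 and 6 adjusted over the list alone, mean -0.43, camera adjusted p = 0.182). Both T cell lists were called by fry (adjusted p = 0.000353 and 0.0113). The score fell in the painted ear by 0.56, and 6 of 7 painted libraries lay below every contralateral one (exact permutation within batch, p = 0.00571, adjusted p = 0.0114; differences of -0.49 and -0.63 by batch). Of 11 sebaceous gland genes, 9 fell and 0 rose (10 and 0 adjusted over the list alone; mean -0.82, camera adjusted p = 1.98e-06, and adjusted p = 0.208 with an estimated correlation), with Scd1 at -1.22 ± 0.12 and Soat1 at -0.89 ± 0.10. Adipocyte markers had 8 of 10 members lower (10 adjusted over the list alone; mean -0.84, camera adjusted p = 2.13e-06, and adjusted p = 0.218 with an estimated correlation; Plin4 -0.89 ± 0.09), and cartilage genes 8 of 10 (8 adjusted over the list alone; mean -0.85, camera adjusted p = 0.000298, and adjusted p = 0.445 with an estimated correlation; Col9a1 -1.27 ± 0.14). All 5 Schwann cell and nerve markers fell (5 adjusted over the list alone, mean -0.78, camera adjusted p = 0.000869, and adjusted p = 0.218 with an estimated correlation), as did 6 of 7 class II presentation genes (6 adjusted over the list alone, mean -0.55, camera adjusted p = 0.0139, and adjusted p = 0.732 with an estimated correlation). Of 7 ligands of the epidermal growth factor receptor, 5 rose and 0 fell (5 and 0 adjusted over the list alone; mean 0.85, camera adjusted p = 0.00466, and adjusted p = 0.154 with an estimated correlation), with Areg at 2.63 ± 0.26, Epgn at 1.56 ± 0.30, Hbegf at 1.06 ± 0.14 and Tgfa at 0.67 ± 0.11. Adam17 was at 0.10 ± 0.08 (adjusted p = 0.378).

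**Figure D4:**
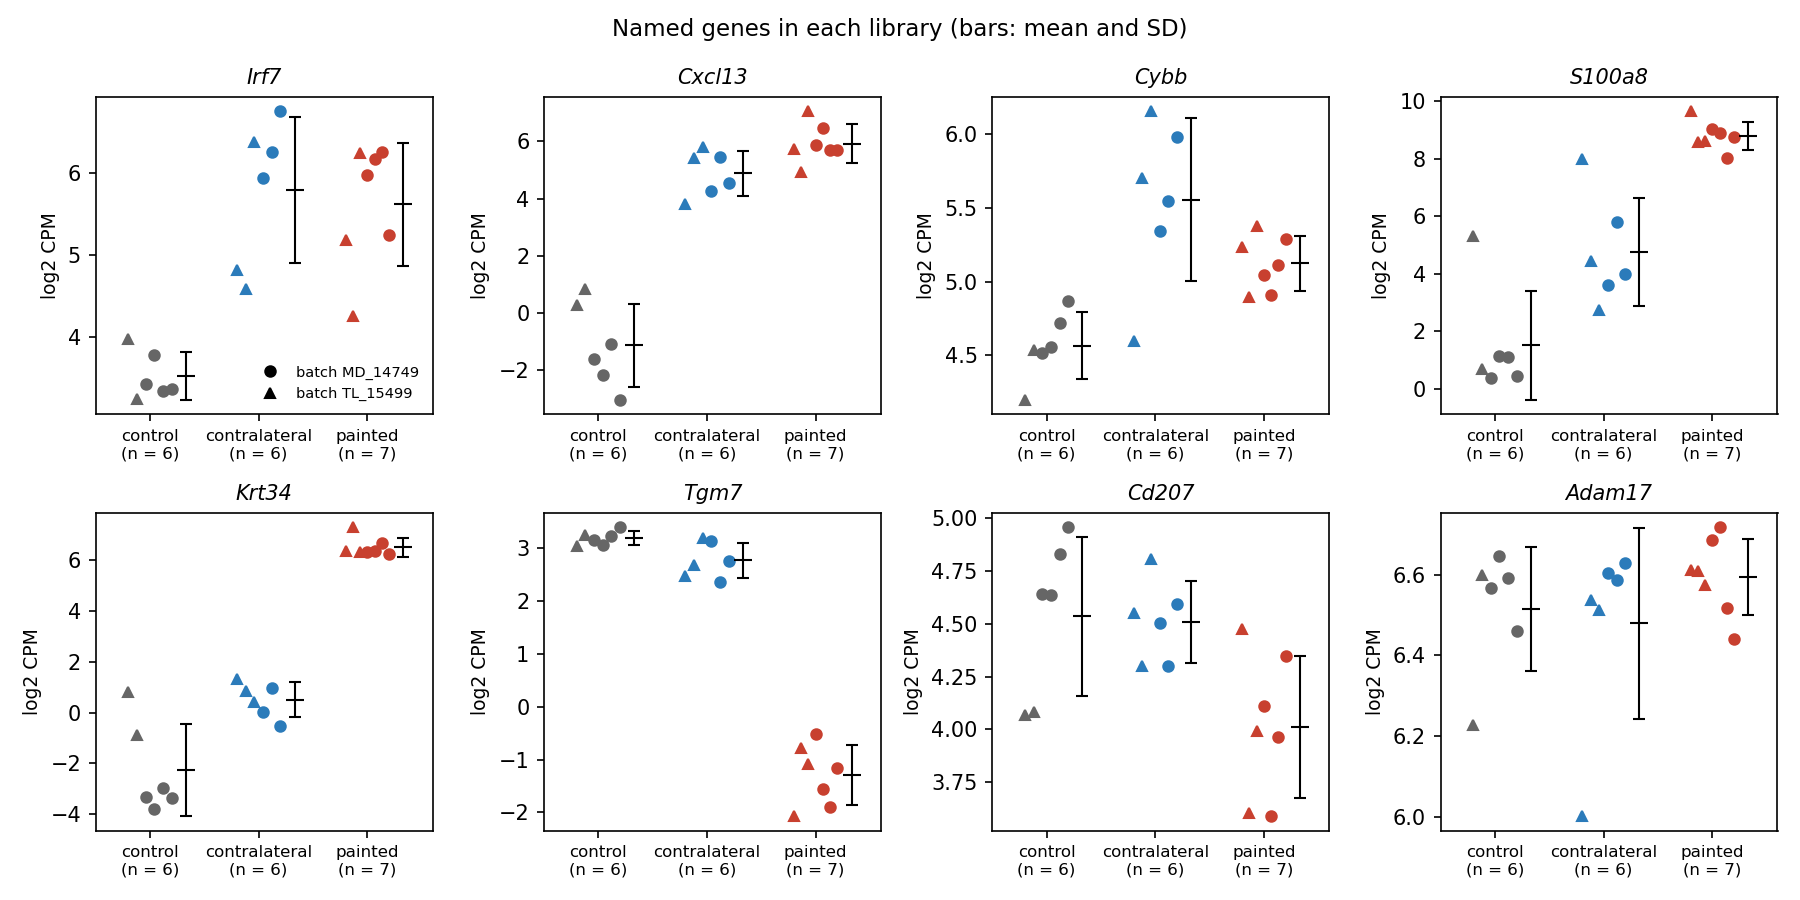
Log2 CPM (y axis) of 8 genes in each library by group (x axis), with circles for batch MD_14749, triangles for batch TL_15499 and bars for the mean and SD of 6 control, 6 contralateral and 7 painted libraries. Irf7 and Cxcl13 are higher in both ears of painted mice than in control, Krt34 and Tgm7 part the painted ear from the other groups, and Adam17 overlaps in all 3 groups.

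The changes of the painted and the contralateral ear against control were also compared across genes. Across 16575 genes, which are not independent replicates, the log2 fold changes correlated at Pearson r = 0.726 and Spearman rho = 0.652. Both sets share the 6 control libraries, and 100 simulated sets of unchanged groups gave a mean r of 0.521 (0.465 to 0.58). The covariance was 0.276 against a simulated 0.019, a difference of 0.257. With 1 library left out, r ran from 0.6764 to 0.817. With the controls split between the comparisons, r was 0.515 and 0.681. The simulated sets shared their controls and none was run with split controls, so those 2 values have no simulated counterpart. Of the genes called in both, 475 were higher in both ears and 118 lower in both, against 142 and 34.3 for independent lists of the same lengths, and 12 had opposite directions. Shared controls alone can raise such an overlap. With the controls split, 190 and 159 genes were higher in both ears, against 62.83 and 34.73 for independent lists. Genes lower in both were 78 and 18, against 24.65 and 5.052.

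The batch and group terms were tested for interaction. The contralateral change differed between batches at an adjusted p under 0.05 for 0 genes in edgeR's test (927 at an unadjusted p under 0.05), and the painted against contralateral change for 0 (373 unadjusted). The painted change against control differed for 7 genes, Gm9736, Krtap19-5, Krtap21-1, Krt26, Krtap16-3, 1110025L11Rik and Krtap19-3, all with a smaller rise in batch TL_15499, in which both controls read as male. The count was 0 with a sex term and 2 without a filter. These 7 were named after their values were seen. The calls of the fit equalled those of the authors' deposited table in all 3 comparisons.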

Values the study reported

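The study compared its datasets for shared genes at a false discovery rate below 0.05 and a log fold change above 0.5.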

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

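The tests of mixed tissue, of male mice, of exchanged libraries, of painted-ear RNA, of batch, of keratin paralogs and of a thicker epidermis were chosen after the results they measure were seen. The sex term and the fit without the libraries that read as male were also added after the data were seen.

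Libraries labelled female that carried Y-linked transcripts stood apart from the other 13. The highest Xist level among the 6 was 0.0368% of the median of the other 13, which argues against a mixture of male and female tissue. Hair list scores of painted 2 and painted 4 lay at least 4.68 log2 units above those of the other 4 libraries, which argues against an exchange of painted with other libraries. Over 733 genes called higher in the contralateral ear in batch MD_14749 alone, the lowest score of contralateral 1 and 5 lay 0.389 log2 units above the highest of control 3 and 6 (SD 0.0636 in the 4 controls of batch MD_14749), which argues against an exchange of controls with contralateral libraries, although control 3 (3.404) and control 6 (3.295) lay above all 4 controls of that batch (at most 3.029) and control 3 lay among contralateral libraries on the first principal component (-14.4, against -30.2 to -11.9). Genes that escape X inactivation stood at a median ratio of 0.678 to painted 7 and contralateral 8 (Kdm5c 0.689, Kdm6a 0.548, Eif2s3x 0.667, Ddx3x 0.958), which goes with male mice under a female label. The study's methods give both sexes for its C57BL/6 mice, but no sex for the IMQ mice that were sequenced. No other biological explanation was tested.

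The interferon rise in the contralateral ear was weighed, by the IFN list, against carry-over from the painted ear, sex and batch. The myeloid rise was not weighed in this way, though the mean of the monocyte and macrophage markers was 0.90 in batch MD_14749 and 1.30 in batch TL_15499. Among genes called higher in the painted ear, the median rise in the contralateral ear was 1.01% of the painted rise in CPM for the hair list and 95.6% for the IFN list, which argues against RNA or tissue of the painted ear as the source. With a sex term the IFN list mean was 0.7787. It was 0.9964 in batch MD_14749 alone, where no library reads as male, which argues against sex or batch as the whole source. The mean of 0.9968 without the 6 libraries that read as male is not separate support. Those 6 include both controls of batch TL_15499, so all controls left were of batch MD_14749. The value of batch TL_15499, 0.5937, rests largely on contralateral 8 (score 3.8408) and control 6 (2.4683), since control 3 (3.1492) lay above contralateral 1 (3.0643) and contralateral 5 (3.1389). A response of distant skin to imiquimod stays open as a hypothesis, which may also include spread of cream that these data do not measure.

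In the painted ear, hair shaft genes were higher and muscle, cartilage and fat genes lower. Hair list members without a keratin name had a median log2 fold change of 4.75, with Tchh at 6.75, Shh at 4.75 and Lgr5 at 1.09, which argues against shared keratin reads. The 404 genes with a log2 fold change above 2 took 0.265% of counts in control and 3.45% in painted libraries, and the share left to all others changed by -0.0468 on the log2 scale, too little to lower the tissue genes. Fibroblast genes were at -0.06, at least 5.07 standard errors from the muscle, cartilage and adipocyte lists. Those errors are over genes that vary together within a list, and do not measure the spread between mice. In the tests across libraries, 2 of 10 fibroblast genes rose and 2 fell. All 12 muscle, all 10 cartilage and 9 of 10 adipocyte genes fell. Since fibroblast genes were called in both directions, their mean may combine rises with a general fall. The contrast therefore cannot decide on a thicker epidermis that lowers all other tissue alike. Endothelial genes were at -0.307 (SE 0.0888 over genes), so a lowering of some tissue alike may remain. A change in the hair cycle or in the depth of tissue taken may remain, as a hypothesis that was not tested.

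In fits of 2 groups, 1 of 100 splits of the libraries gave as many genes as the real one in each comparison, which was the real one. It gave 350 genes in the contralateral ear against control (highest other split 15), 9257 in the painted ear against control (5847) and 6426 in the painted against the contralateral ear (1693). No other drawn split gave as many genes as the real one. Chance is not excluded by this, since 100 of 462 or 1716 possible splits were drawn, without keeping batch.

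Of 282 groups of values, 37 held a library far from the rest of its group, and chance gives about 1 in 20, although genes of a library vary together. In control 3, values in log2 CPM were -0.479 for Saa3, 2.99 for Alox8, 2.84 for Sprr2d, 3.83 for Klk6, 4.01 for Dab1, 3.94 for Isg15, -3 for Il17a, 5.32 for S100a8, 5.93 for S100a9, 6.81 for Krt16, 0.13 for Areg, 4.35 for Tgfa, 6.2 for Egfr, 5.21 for C1qb, 3.61 for Il1f6 and 9.45 for Mb. In painted 4 they were 3.97 for Slc13a3, 7.29 for Krt34, 1.53 for H2-M5, 7.94 for Krtap7-1, 2.49 for Ifit3, 2.65 for Xaf1, 2.2 for H2-M2, 11.8 for Scd1 and 2.89 for the IFN list score. In contralateral 1 they were 0.706 for Mrgprb11-ps, 9.23 for Paqr7, 6 for Adam17 and 9 for Soat1. Single values stood apart for Carns1 (3.37) and Dab1 (2.58) in painted 7, Matn4 (5.17) in control 20, Slc6a2 (2.8) in painted 15, Tspan8 (3.7) and Rsad2 (1.3) in control 6, Il17a (-1) in painted 13 and Epgn (-0.336) in contralateral 8. The Il17a value of control 3 rests on 1 count, the only one over all controls.

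The painted change against control differed between batches by the interaction test for 7 genes, and for 0 with a sex term. Outside the filtered set, 13 genes were higher in the contralateral and 576 in the painted ear than in control.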

How the results depend on the processing

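The sex term, the fits without the 6 libraries that read as male, without control 3 and 6, and without control 3 and contralateral 1 were chosen after seeing the data. No paired analysis was run because the labels give no mouse identity and the groups share no replicate numbers. Pairs of consecutive numbers, which the sex readings would allow, were not tried. Of 1937 values of named genes in other settings, 1777 kept direction and side of the threshold, 124 lost and 28 gained their call and 8 reversed. Of 1218 list values, 1116 kept both, 72 lost and 19 gained their call and 11 reversed, and of 4484 values with 1 library left out 4305 kept both and 15 reversed. The cause of these changes was not tested, also not where fewer libraries or genes entered.

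Contralateral against control, genes higher were 302 with 2 groups only and 0 in batch TL_15499 (361 to 721 with 1 library left out). Genes lower were 48 with 2 groups only, 56 beyond 0.5, 272 by DESeq2, 79 without a filter, 262 in batch MD_14749, 0 in batch TL_15499, 213 with a sex term, 343 without control 3 and contralateral 1, 74 without control 3 and 6, and 360 without the 6 libraries (46 to 319 with 1 left out). Beyond 0.5 and in batch TL_15499, painted against control gave 2116 and 990 higher, 2744 and 991 lower, and painted against contralateral 1488 and 781 higher, 1849 and 628 lower. Genes with a batch interaction were 1 (contralateral) and 2 (painted) without a filter, and 0 (painted) with a sex term. The agreement r was 0.5153 with split controls, 0.5355 without a filter, 0.5576 in batch TL_15499 and 0.8603 without control 3 and 6.

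The IFN list mean was 0.0143 in batch TL_15499 for painted against contralateral, and 0.6996 for painted against control (adjusted p = 0.53 with an estimated correlation). Its score for painted against contralateral was -0.2312 without the 6 libraries. The Langerhans cell mean for contralateral against control was -0.2956 in batch MD_14749, 0.2629 in batch TL_15499, -0.263 without control 3 and 6 and -0.2541 without the 6 libraries, with its score from -0.1635 to 0.002536 with 1 left out. For painted against contralateral it was -0.5599 with an estimated correlation and -0.4978 without control 3 and contralateral 1 (-0.676 to -0.4964 with 1 left out). For painted against control it was -0.6281 with 2 groups only, -0.6498 with an estimated correlation, -0.3516 in batch TL_15499 and -0.6608 with a sex term (-0.7398 to -0.5874 with 1 left out).

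Directions reversed for Adam17 in the contralateral ear (0.001125 with 2 groups only, 0.03887 in batch MD_14749, 0.02825 without the 6 libraries, -0.05854 to 0.046 with 1 left out) and against it in the painted ear (-0.00276 in batch MD_14749), for Cd207 in the contralateral ear (0.01556 with 2 groups only, 0.4959 in batch TL_15499, -0.1139 to 0.05603 with 1 left out), and in batch TL_15499 for the hair list (-0.1248) and Tchh (-0.0639) in the contralateral and Isg15 (-0.2714) in the painted ear. List means that had not passed reversed for EGFR ligands in the contralateral ear (-0.2223 in batch TL_15499, -0.006383 to 0.1304 with 1 left out), the T cell list (0.04482 without a filter, 0.1195 in batch TL_15499) and T cell markers there (-0.1617 in batch MD_14749, -0.03902 without control 3 and contralateral 1, -0.1229 without control 3 and 6, -0.1191 without the 6 libraries, -0.01244 to 0.1022 with 1 left out), for erythroid genes between the ears (0.01169 in batch MD_14749, -0.8023 to 0.2109 with 1 left out), and against control in the painted ear for dendritic cell markers (0.03548 in batch TL_15499), the IFNK signature (-0.009532 without a filter), fibroblast genes (-0.1077 to 0.01043) and genes that respond to interferon gamma (-0.2007 to 0.0102). Recovery of 1.5-fold changes in simulated counts of this design was incomplete, and depth alone was not varied.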

Other observations

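The comparison of libraries that read as male with the others was chosen after the data were seen.

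The sex term of the fit called 129 genes higher and 126 lower in the 6 libraries that read as male, and its batch term called 1 and 1. That batch term rests on painted 7 and contralateral 8, the only libraries of batch TL_15499 that do not read as male. These counts therefore cannot rank sex against batch. Beyond X and Y transcripts, the complement gene C7 was higher by 4.21 ± 0.50 on the log2 scale and Fgfbp3 by 1.88 ± 0.24 (adjusted p = 0.000225 and 0.000311), 2 genes picked after their values were seen. All 6 libraries belong to batch TL_15499.

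Of 13 cholesterol synthesis genes, 1 rose and 0 fell in the contralateral ear (9 and 0 adjusted over the list alone), with a mean log2 fold change of 0.32 (camera adjusted p = 1.09e-05, and adjusted p = 0.252 with an estimated correlation). The 7 ligands of the epidermal growth factor receptor had a mean of 0.06 and a median of -0.03 in the contralateral ear, and 0 of them passed over all genes (1 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.979).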
